A study of Homo sapiens with 620 samples. Its data were reported in "Coupling shRNA screens with single-cell RNA-seq identifies a dual role for mTOR in reprogramming-induced senescence" (2017).

How the data were processed

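The samples were single IMR90 cells and control wells of a nanowell chip, sequenced in 2 lanes, and the deposited files hold read counts per gene for each well and lane. According to the sources used here, the authors demultiplexed with CASAVA, wrote reads with bcl2fastq 2.17, aligned them to GRCh37 with TopHat2 2.0.11 and counted them over exons with Rsubread 1.22.3 without regard to strand. The authors' deposited values are raw counts, and all 620 tables held whole numbers for 62069 Ensembl gene identifiers and 92 ERCC spike-in identifiers, the latter with 0 reads. The release of the authors' gene models is not given in the sources used here. Reads were primed on poly-A tails and carry no molecular identifiers.

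The counts of the 2 lanes of each well were added, giving 310 wells and 41356226 reads. Lane 2 held 1.17 times the reads of lane 1, and the lanes of a well differed by no more than counting error, with a median chi-square per degree of freedom of 1.00 (highest 1.08). Cells of the same group differed by more, with a lowest value of 4.88 and a median of 10.1, and 0 pairs of wells were identical. Symbols and coordinates came from GENCODE release 44 mapped to GRCh37. They matched 53539 identifiers holding 99.4% of the reads, and 607 of the 611 symbols of the 26 gene lists and the fixed genes together. Groups followed the labels. The paper describes several shRNAs per gene infected independently for CDKN1A, MTOR, MYOT and UBE2E1, and the labels do not say which cell carried which, so each of these groups mixes separately infected cells. The series description counts fewer positive control wells than the 20 that the labels give, and the labels were followed.

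For each of the 7 groups the reads of the 40 cells were summed and divided by the total and scaled to give CPM, with exact Poisson intervals at 95% confidence. Ratios of 2 groups carry the exact binomial interval of their counts. A group with 0 reads was given a floor of 3 reads over the group, which was 0.437 to 0.567 CPM, and any fold against it is a lower bound. Shares of cells carry exact Clopper-Pearson intervals. Because cells of 1 group are not replicate cultures, no test, standard error or count of changed genes was computed from them. The 6 comparisons were OSKM with Vector and each of the 5 shRNA cultures with OSKM. These 5 share the same OSKM cells, so they are not independent of each other. The genes and lists, the comparisons and the alternatives below were chosen before the data were examined, unless stated otherwise.

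A list member was measured in a comparison if it had reads in at least 5 cells of either group. Each list got its number of measured members higher and lower, its median log2 ratio, and the percentile of that median among 10000 random lists drawn from genes in the same 40 bins of expression. Of 120 list comparisons, 72 lay outside the central 95%. Random lists draw genes independently while the members of a list vary together, and 5 of the comparisons share the OSKM cells, so the percentile ranks a list and is not a test of no difference. Lists with under 5 measured members got no direction, a limit chosen after seeing the data. The lists covered cyclin-dependent kinase inhibitors, S phase, G2/M, transcripts low in senescent cells, the secretory list of the senescence-associated secretory phenotype, TGF-beta response, p53 targets, fibroblast matrix, epithelial, pluripotency, reprogramming factors, sterol, ATF4 and amino acid, glycolysis, ribosomal protein and elongation factor, lysosome and autophagy, interferon response, proteasome, immediate early and heat shock, unfolded protein response, contractile, mitochondrially encoded, the study's own markers, endothelial, immune and erythroid genes. The lists shared 17 of their 607 distinct symbols, and 13 of the 29 TGF-beta response genes were in another list.

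Named genes were 28 fixed genes and, per comparison, the 8 highest and 8 lowest by log2 ratio with 5 CPM added to both groups. These had to have at least 20 CPM and reads in at least 10 cells of the higher group, no cell holding over 25% of the group's reads of the gene, and 1 direction in odd- and even-numbered cells and in both lanes. Up to 2 members per list and direction were added by their change. Mitochondrial, ribosomal protein, pseudogene and Y-linked genes and XIST were left out of the 8 highest and lowest. The text gives a selection of these genes, and some of them are not reported here. Cells were thinned to a common depth of 70000 reads, which 90% of the cells reach and 28 do not, to count cell cycle genes per cell. Nearest profiles used Pearson correlation of log2(CPM + 1) over 10701 genes detected in at least 10% of the cells.

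The alternatives were edgeR TMM factors (0.943 to 1.04), DESeq2 size factors (0.947 to 1.03 relative to the totals), totals without mitochondrial genes, the mean of per-cell CPM, single lanes, odd- or even-numbered cells, thinning, leaving out the deepest cell of each group, leaving out the cell with the most reads of a gene (chosen after seeing the data), a filter of 2000 detected genes, other filters on list members, and other settings for the thinning, the number of cell cycle genes and the nearest profile. The median log2 ratio of all genes stayed within 0.1 of 0 under each scaling. The steps were tested on simulated data in which 4 sets of 50 genes of 1 group were shifted, each set by its own size. The direction of 50 of 50 genes was recovered in each set, a shifted list lay at percentile 100 and an unshifted list at 15.06. The shifted genes were well expressed, their noise was independent between genes and cells, and the shifted list held only shifted genes. The simulation therefore checks the steps and says nothing about genes that vary together or single cells with extreme counts. In simulated cells the shifted group matched its own profile in 40 of 40 cells, and groups without a shift in at most 20. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, the latter 2 used for scaling factors only. Sequencing reads were not used here, and no shRNA was assigned to a cell.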

Results

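RNA was read from single cells of IMR90, human fetal lung fibroblasts that stop dividing when the reprogramming factors OCT4, SOX2, KLF4 and cMYC (OSKM) are expressed. Cells received a control vector (Vector), OSKM with an empty shRNA vector (OSKM), OSKM with the shRNA of the OSKM-shp53 label, or OSKM with shRNAs against CDKN1A (OSKM-shp21), MTOR (OSKM-shMTOR), MYOT (OSKM-shMYOT) or UBE2E1 (OSKM-shUBE2E1). Each of these 7 groups held 40 cells, placed in nanowells on day 16 after infection. Another 20 wells held RNA of Vector cells (positive control) and 10 wells were negative controls. The 280 cells held 33898 to 322619 counted reads each, with a median of 136068, and 3688 to 7556 detected genes. The median cell had 171456 reads in Vector, 116638 in OSKM, 141252 in OSKM-shp53, 126884 in OSKM-shp21, 129085 in OSKM-shMTOR, 142552 in OSKM-shMYOT and 129948 in OSKM-shUBE2E1. Positive control wells held 11110 to 113097 reads, and the median negative control well held 84 reads, or 0.0617% of the median cell. The pooled profiles summed 6857542 reads in Vector, 5292855 in OSKM, 5714824 in OSKM-shp53, 5435978 in OSKM-shp21, 5298919 in OSKM-shMTOR, 5677694 in OSKM-shMYOT and 5888508 in OSKM-shUBE2E1. The labels give no replicate cultures, so cells were not treated as replicates and no difference between groups was tested. All intervals are 95% intervals, and none covers the spread between cultures. Those of CPM and ratios count each read as independent, which PCR reads without molecular identifiers are not, so they understate even the counting error. Those of shares of cells cover the sampling of cells only. Of the ratios computed for the named genes, 25.2% moved by over 1.5-fold without the 1 cell with the most reads of the gene, and 26.5% differed by over 2-fold between odd- and even-numbered cells. Without that cell 14.1% changed sign, so folds of single genes are approximate and the direction of some rests on 1 cell.

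The first question was whether the cultures with shRNAs against CDKN1A, MTOR, MYOT and UBE2E1 held less of the targeted transcript. CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21 (ENSG00000124762, GRCh37 chromosome 6, 36644237 to 36655114), was at 291.3 CPM in OSKM and 46.91 CPM (41.33 to 53.03) in OSKM-shp21, 6.21-fold lower. In OSKM-shp53 CDKN1A was at 114.96 CPM (106.3 to 124.1), 2.53-fold lower than in OSKM. MTOR, the kinase of the mTOR growth-control complexes (ENSG00000198793, chromosome 1, 11166592 to 11322613), was at 35.5 CPM (30.62 to 40.98) in OSKM and 9.62 CPM (7.17 to 12.7) in OSKM-shMTOR, 3.69-fold lower. UBE2E1, a ubiquitin-conjugating enzyme (ENSG00000170142, chromosome 3, 23847446 to 23933131), was at 71.2 CPM in OSKM and 13.6 CPM (10.8 to 16.9) in OSKM-shUBE2E1, 5.24-fold lower. The log2 ratios over OSKM were -2.63 (-2.83 to -2.44) for CDKN1A in OSKM-shp21, -1.88 (-2.36 to -1.43) for MTOR and -2.39 (-2.76 to -2.04) for UBE2E1. For MTOR it was -2.79 with cells thinned to a common depth and -2.49 without the OSKM-shMTOR cell with the most MTOR reads. In odd- and even-numbered cells it was -2.91 and -2.02 for UBE2E1, and -1.08 and -1.60 for CDKN1A in OSKM-shp53. Reads of the target were found in 29 OSKM and 10 OSKM-shMTOR cells for MTOR, and in 39 OSKM and 23 OSKM-shUBE2E1 cells for UBE2E1. CDKN1A reads were still present in 31 of the 40 OSKM-shp21 cells. MYOT, which encodes the sarcomere protein myotilin (ENSG00000120729, chromosome 5, 137203547 to 137223540), had 0 reads in all 7 groups, including 0 of 40 OSKM cells, so whether MYOT was knocked down could not be assessed. MTOR was also lower than in OSKM in the cultures with other shRNAs, at 25.02 CPM in OSKM-shp53, 25.4 CPM in OSKM-shp21, 15.9 CPM in OSKM-shMYOT and 21.4 CPM in OSKM-shUBE2E1, and it was at 21.9 CPM in Vector.

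**Figure D1:**
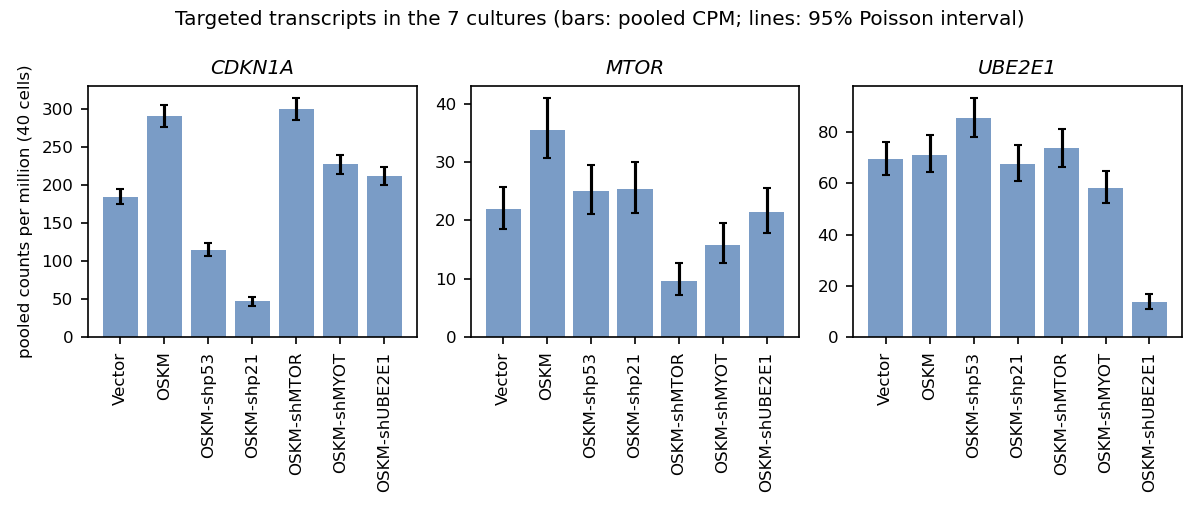
Pooled CPM of CDKN1A, MTOR and UBE2E1 (vertical axes) in the 7 groups, with 1 bar for the 40 cells of each group and lines for 95% Poisson intervals. Each transcript was lowest in the culture whose shRNAs target it, for example UBE2E1 at 13.6 CPM in OSKM-shUBE2E1.

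OSKM was compared with Vector to ask what the reprogramming factors did to the fibroblast transcriptome. Cell cycle transcripts were lower, cyclin-dependent kinase inhibitors CDKN2B and CDKN1A were higher, and transcripts of TGF-beta response, p53 response, lysosome and matrix genes were higher in OSKM. CDKN2B, which encodes the p15 inhibitor, was at 5.54 CPM in Vector and 49.7 CPM in OSKM, 8.97-fold higher. CDKN1A was 1.57-fold higher, with a log2 ratio of 0.65 (0.55 to 0.76), which was 0.35 in odd-numbered and 0.93 in even-numbered cells. CDKN2A, the gene of p16 and ARF, was at 5.98 CPM in Vector and 5.67 CPM in OSKM, with a log2 ratio of -0.49 or 0.25 without 1 cell, so no direction was read. The list of 7 cyclin-dependent kinase inhibitors had 2 members higher and a median log2 ratio of -0.59, inside the central 95% of random lists (percentile 7.48). Of the S phase genes, 0 of 40 measured members were higher in the pooled OSKM profile, with a median log2 ratio of -1.28 (percentile 0), and the G2/M list had 0 of 55 members higher and a median of -1.43 (percentile 0). CCNE2, which encodes cyclin E2, was at 36.02 CPM in Vector and had 5 reads in OSKM, and RRM2, a subunit of ribonucleotide reductase, had a log2 ratio of -2.23. MKI67, the Ki-67 proliferation marker, was 2.37-fold lower (log2 ratio -2.09 in odd- and -0.68 in even-numbered cells), and CCNA2, which encodes cyclin A2, had a log2 ratio of -2.11. The list of transcripts known to be low in senescent cells had 9 of 10 members lower, with a median of -1.39 (percentile 0), among them STMN1 (3678 to 791 CPM) and LMNB1, which encodes lamin B1, with 68 reads in Vector and 6 in OSKM, 66.7% of the latter in 1 cell.

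The secretory list had 17 of 30 measured members higher in OSKM than in Vector, with a median log2 ratio of 0.34 (percentile 99.05), but in even-numbered cells 12 of 26 were higher and the median was -0.20. The summed list, in which abundant members weigh most, was at 4036 CPM in Vector and 16394 CPM in OSKM. CXCL8, which encodes interleukin 8, had 4 reads in Vector, 75% of them in 1 cell, and 79 in OSKM, 38% of them in 1 cell, so its ratio was 4.03 or 6.65 on the log2 scale without one or the other of these cells. IL1B, which encodes interleukin 1 beta, had 0 reads in Vector and 34 in OSKM, of which 1 cell held 41.2%, at least 14.7-fold higher against a floor of 3 reads over the group, whereas IL1A had 0 reads in both. The protease inhibitor TIMP1 was 9.10-fold higher and SERPINE2 8.81-fold higher, while the collagenase MMP1 had a log2 ratio of -4.57 in odd- and -2.75 in even-numbered cells. INHBA, which encodes the activin A subunit, was 2.15-fold higher. IL6 had 8 reads in Vector and 23 in OSKM, but 1 cell held 78.3% of the OSKM reads, so no direction was read from it. TGF-beta response genes had 21 of 25 members higher, with a median log2 ratio of 1.10 (percentile 100), among them BHLHE40 at 4.46 and POSTN, which encodes periostin, at 2.80. TGFB2, a TGF-beta ligand, had a log2 ratio of 3.60 in odd- and 6.23 in even-numbered cells, while TGFB1 had 1 and 12 reads, 83.3% of the latter in 1 cell, so no direction was read from it. Targets of p53 had 25 of 32 members higher with a median of 0.74 (percentile 100), including ZMAT3 at 1.19 and MDM2 at 0.78, but CCNG1 was lower at -0.76. Fibroblast matrix genes had 20 of 29 members higher with a median of 1.13 (percentile 100), and lysosome and autophagy genes had 25 of 31 higher with a median of 0.56 (percentile 100), including GLB1, which encodes lysosomal beta-galactosidase, at 22.3 CPM in Vector and 65.9 CPM in OSKM. Interferon response genes had 10 of 15 members higher (median 0.74, percentile 99.66), ATF4 and amino acid genes 16 of 24 (0.55, percentile 99.95), sterol genes 17 of 26 (0.47, percentile 99.73), unfolded protein response genes 16 of 17 (0.46, percentile 99.51) and contractile genes 7 of 12 (0.46, percentile 98.97). Glycolysis (11 of 19 higher, median 0.07, percentile 80.58), proteasome (18 of 31, 0.03, percentile 78.8), immediate early and heat shock (9 of 20, -0.16, percentile 21.38) and mitochondrially encoded genes (9 of 12, 0.14, percentile 93.8) were inside the central 95% of random lists. Ribosomal protein and elongation factor genes had 13 of 60 members higher with a median of -0.11 (percentile 2.39).

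DIO2, which encodes the thyroid hormone activating type 2 deiodinase, had 1 of the largest differences between OSKM and Vector and was at 1.75 CPM in Vector and 309.9 CPM in OSKM, a log2 ratio of 8.65 in odd- and 6.65 in even-numbered cells. The log2 ratio was 7.57 for the long noncoding RNA LINC01133. JAG1, which encodes a Notch ligand, went from 2.19 to 170 CPM, SULF1, a heparan sulfate sulfatase, from 4.96 to 381 CPM, and the cytochrome P450 gene CYP1B1 from 10.8 to 420 CPM. In the other direction, the tight junction gene CLDN11 was 29.1-fold lower, and NPTX1, which encodes neuronal pentraxin 1, had 1307 reads in Vector and 18 in OSKM, 72.2% of the latter in 1 cell. SFRP1, which encodes a secreted Wnt antagonist, was at 530 CPM in Vector and 38.2 CPM in OSKM, and the adenylate kinase gene AK5 was 8.05-fold lower. COL14A1, which encodes a fibril-associated collagen, was higher, with a log2 ratio of 3.16 in odd- and 6.16 in even-numbered cells. COL14A1, NPTX1 and FST are markers the study chose on these samples, so their values are not independent evidence, here or in the shRNA comparisons below. Of these 3, 1 was higher in OSKM. Of the factors in the OSKM cassette, POU5F1 and SOX2 had 0 reads in both groups, MYC had 81 reads in Vector and 5 in OSKM, and KLF4 45 and 9. Whether reads of the cassette itself would be counted under these genes is not given in the sources used here. Of 20 pluripotency genes, 1 was measured, PODXL, with a log2 ratio of 3.41, so no direction was read from that list or from the reprogramming factors, of which 0 of 2 were higher. Epithelial genes had 5 of 7 measured members higher with a median of 1.05 (percentile 98.33), including the desmosome gene DSP (log2 ratio 2.03 in odd- and 3.95 in even-numbered cells) and the keratin gene KRT18 (log2 ratio 2.25). Both measured endothelial genes were higher, among them the angiopoietin receptor gene TEK at 59.5 CPM in OSKM, whereas 0 members of the immune and erythroid lists were measured, and their summed levels were at most 5.43 and 0.340 CPM in any culture. The median share of mitochondrial reads was 11.97% in Vector and 13.3% in OSKM cells.

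**Figure D2:**
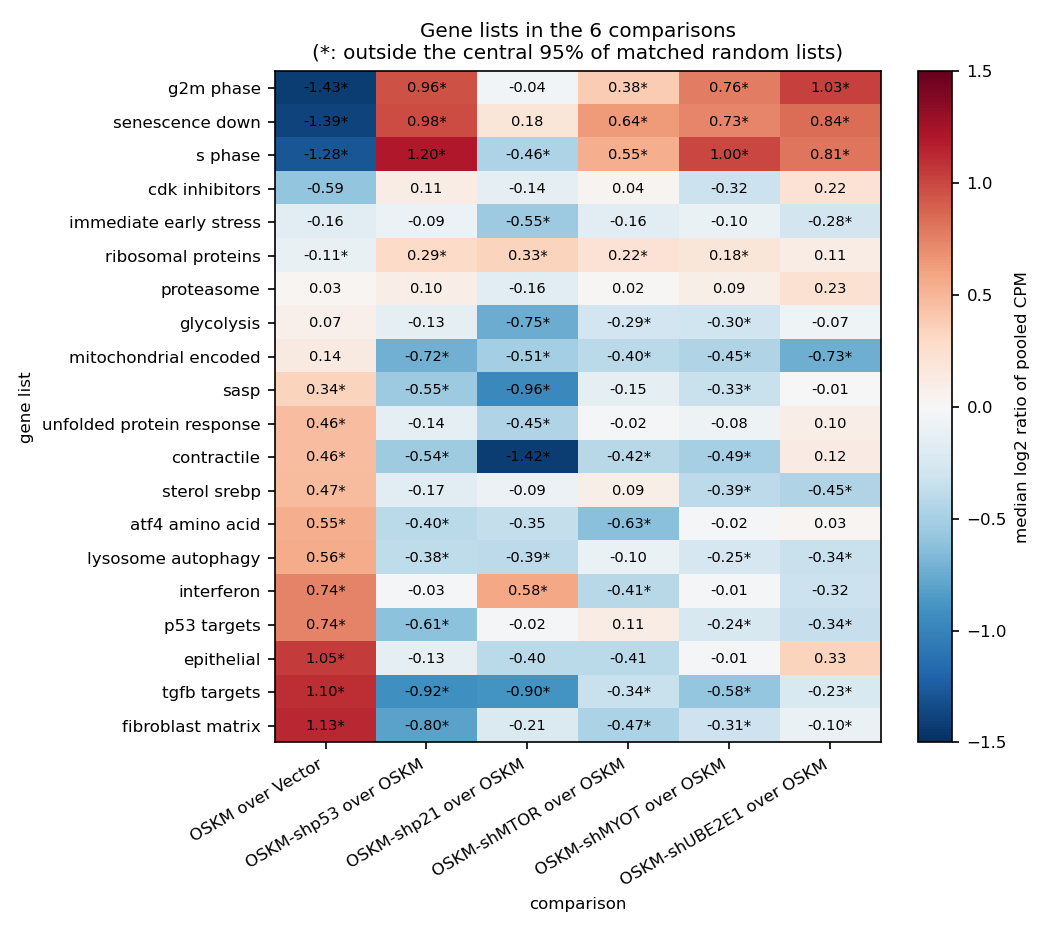
Median log2 ratio of pooled CPM (colour and printed value) for each gene list with at least 5 measured members (vertical axis) in the 6 comparisons (horizontal axis), with an asterisk where it lay outside the central 95% of 10000 matched random lists. The G2/M list was at -1.43 in OSKM over Vector and at 0.96, -0.04, 0.38, 0.76 and 1.03 in the comparisons of OSKM-shp53, OSKM-shp21, OSKM-shMTOR, OSKM-shMYOT and OSKM-shUBE2E1 with OSKM.

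OSKM-shp53 was compared with OSKM to ask which transcripts differed between these cultures. Cell cycle transcripts were higher, and p53 target, TGF-beta response, secretory and matrix transcripts were lower in OSKM-shp53. S phase genes had 37 of 40 members higher with a median log2 ratio of 1.196 (percentile 100), and G2/M genes had 54 of 55 higher with a median of 0.96 (percentile 100). CCNE2, with 5 reads in OSKM, had a log2 ratio of 5.56 in odd- and 2.68 in even-numbered cells, ATAD2, a chromatin ATPase, was at 2.21 and 0.91 in the same order, and CDKN3, a cell cycle phosphatase, was 4.03-fold higher (128.3 to 516.7 CPM). PTTG1, which encodes securin, was 3.25-fold higher and MKI67 1.66-fold higher. TOP2A, which encodes topoisomerase II alpha, had a log2 ratio of 0.50 but was at -0.01 in even-numbered cells. Of the transcripts low in senescent cells, 9 of 10 were higher with a median of 0.98 (percentile 100), including STMN1 (1.43) and LMNB1, with 55 reads against 6 in OSKM. Targets of p53 had 26 of 32 members lower with a median of -0.61 (percentile 0), among them ZMAT3 at -1.59 and MDM2 at -0.72, while RPS27L was at 0.18. TGF-beta response genes had 22 of 26 lower with a median of -0.92 (percentile 0), fibroblast matrix genes 22 of 29 lower with a median of -0.80 (percentile 0), and contractile genes 11 of 12 lower with a median of -0.54 (percentile 0.28). COL1A1, which encodes a chain of type I collagen, was 3.43-fold lower, CDKN2B 4.44-fold lower and the fibroblast activation protease gene FAP 5.33-fold lower, whereas PDGFRA and the proteoglycan gene DCN were 1.88-fold and 1.73-fold higher. The secretory list had 20 of 30 members lower with a median of -0.55 (percentile 0), with PLAT, which encodes tissue plasminogen activator, 3.13-fold lower and HGF, which encodes hepatocyte growth factor, 4.42-fold higher. IL6 had 10 reads in OSKM-shp53 and 23 in OSKM, where 1 cell held 78.3% of them, so no direction was read. Lysosome genes had 23 of 30 lower (median -0.38, percentile 0.05), ATF4 and amino acid genes 17 of 25 lower (-0.40, percentile 0.23), and ribosomal protein genes 56 of 60 higher (0.29, percentile 99.47). All 12 measured mitochondrially encoded genes were lower in the pooled profile (median -0.72, percentile 0), and the median share of mitochondrial reads per cell was 8.95%, against 13.3% in OSKM. Among single genes, CLDN11 was 8.54-fold higher, the protocadherin gene PCDH18 5.48-fold higher and the metallothionein gene MT1E 3.78-fold higher. The aggrecanase gene ADAMTS5 was 7.23-fold lower and COL14A1 4.64-fold lower.

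OSKM-shp21 was compared with OSKM to ask which transcripts differed when p21 was depleted. The secretory, TGF-beta response, contractile and glycolysis transcripts were lower in OSKM-shp21, while the direction of the pooled G2/M transcripts depended on the cells taken. S phase genes had 12 of 38 members higher with a median log2 ratio of -0.46 (percentile 0.64, but -0.14 in odd-numbered cells), and G2/M genes had 24 of 55 higher with a median of -0.04 (percentile 66.25). For G2/M there were 15 of 54 higher and a median of -0.26 after thinning to a common depth, 31 of 53 and 0.23 in odd-numbered cells, and 18 of 53 and -0.45 in even-numbered cells. Members went both ways, with PTTG1 2.10-fold higher and AURKB, which encodes the aurora B mitotic kinase, lower at a log2 ratio of -3.40 (-4.22 or -2.997 without 1 cell). MKI67 had a log2 ratio of -0.70 and was at 0.23 in odd-numbered cells. Of the transcripts low in senescent cells, 5 of 9 were higher with a median of 0.18 (percentile 79.39), with STMN1 at 1.26 and HMGB1 at 0.89. The secretory list had 24 of 30 members lower with a median of -0.96 (percentile 0). INHBA went from 717.4 to 144.4 CPM, 4.97-fold lower, whereas HGF was 6.77-fold higher. TGF-beta response genes had 22 of 24 lower with a median of -0.90 (percentile 0), and contractile genes 10 of 11 lower with a median of -1.42 (percentile 0), including the tropomyosin genes TPM1 (3.05-fold) and TPM2 (3.10-fold). ANKRD1, a cardiac ankyrin repeat gene that responds to YAP and TGF-beta, was at 147.4 CPM in OSKM and 3.50 CPM in OSKM-shp21, a log2 ratio of -4.79 in odd- and -8.29 in even-numbered cells. All 18 measured glycolysis genes were lower in the pooled profile, with a median of -0.75 (percentile 0.01), including ALDOA, which encodes aldolase A, at -1.41. Interferon response genes had 13 of 16 members higher with a median of 0.58 (percentile 99.78, but 0.03 in odd-numbered cells), including IFIT3 at 0.78, but IFI6 was lower at -1.97 and ISG15 at -0.65. Targets of p53 had 16 of 32 members higher with a median of -0.02 (percentile 64.02), with RPS27L at 0.99, CCNG1 at 0.73 and MDM2 at 0.30. CDKN2B had a log2 ratio of -1.43 (-2.25 without 1 OSKM-shp21 cell). Fibroblast matrix genes had 10 of 28 higher with a median of -0.21 (percentile 6.62), with PDGFRA 4.48-fold and DCN 2.77-fold higher and MFAP5 6.41-fold lower. Lysosome genes had 24 of 30 lower (median -0.39, percentile 1.56), immediate early genes 14 of 20 lower (-0.55, percentile 0.89, but -0.16 in odd-numbered cells), unfolded protein response genes 15 of 17 lower (-0.45, percentile 1.07), mitochondrially encoded genes 10 of 12 lower (-0.51, percentile 0.05) and ribosomal protein genes 44 of 60 higher (0.33, percentile 99.99). RASSF2 was 7.98-fold higher and CASP1, which encodes the inflammatory caspase 1, 6.51-fold higher, while PI16 was 18.8-fold lower and DIO2 had a log2 ratio of -4.03 in odd- and -2.94 in even-numbered cells. The median share of mitochondrial reads per cell was 11.7%.

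OSKM-shMTOR was compared with OSKM to ask which transcripts differed when mTOR was depleted. Cell cycle transcripts were higher and ATF4 and amino acid, matrix and TGF-beta response transcripts lower in OSKM-shMTOR. CDKN1A was at 291.3 CPM in OSKM and 300.1 CPM in OSKM-shMTOR, but its log2 ratio was -0.24 without 1 OSKM-shMTOR cell, and 0.48 in odd- and -0.44 in even-numbered cells, so no direction was read. S phase genes had 33 of 38 members higher with a median log2 ratio of 0.55 (percentile 100), with the replication helicase gene MCM7 3.04-fold higher. G2/M genes had 44 of 55 higher with a median of 0.38 (percentile 100), but 32 of 55 and 0.12 with cells thinned to a common depth and 33 of 54 and 0.17 in odd-numbered cells, with CCNA2 at 0.47 in odd- and 1.64 in even-numbered cells and AURKB 1.92-fold lower. The transcripts low in senescent cells had 10 of 10 members higher in the pooled profile with a median of 0.64 (percentile 100), including HMGB2 at 0.93 and EZH2, a Polycomb methyltransferase, at 0.88. ATF4 and amino acid genes had 20 of 24 lower with a median of -0.63 (percentile 0), including the transcription factor genes NUPR1 at -0.85 and DDIT3 at -0.61 in odd- and -2.27 in even-numbered cells. The secretory list had 14 of 30 higher with a median of -0.15, inside the central 95% of random lists (percentile 3.34), with STC1, a secreted glycoprotein hormone, at 1.14 in odd- and 3.01 in even-numbered cells and PLAT at -2.13 and -0.95. The summed list was at 16394 CPM in OSKM and 11865 CPM in OSKM-shMTOR, with 1606.5 and 1561 reads in the median cell. INHBA had a log2 ratio of -0.17 and was at 0.12 in odd-numbered cells. TGF-beta response genes had 15 of 25 lower (median -0.34, percentile 0.01), fibroblast matrix genes 20 of 28 lower (-0.47, percentile 0, but -0.12 in odd-numbered cells) and contractile genes 10 of 11 lower (-0.42, percentile 0.35). CDKN2B was 4.18-fold lower and the smooth muscle actin gene ACTG2 3.78-fold lower, and POSTN had a log2 ratio of -0.82 in odd- and -2.14 in even-numbered cells. FST, a marker the study chose on these samples, encodes the activin antagonist follistatin and was 2.80-fold higher, at 863 CPM in OSKM-shMTOR. Targets of p53 had 19 of 32 higher with a median of 0.11 (percentile 67.1). Glycolysis genes had 14 of 18 lower (median -0.29, percentile 0.23), interferon genes 11 of 14 lower (-0.41, percentile 1.73, but 0.07 in even-numbered cells), mitochondrially encoded genes 11 of 12 lower (-0.40, percentile 0.01) and ribosomal protein genes 52 of 60 higher (0.22, percentile 99.99). Among single genes, TNKS, which encodes the telomere-associated polymerase tankyrase, was 5.64-fold higher, while the ubiquitin ligase gene CBLB was 7.04-fold and ANKRD1 4.54-fold lower and COL14A1 had a log2 ratio of -1.74 in odd- and -4.08 in even-numbered cells. The median share of mitochondrial reads per cell was 10.7%.

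OSKM-shMYOT was compared with OSKM to ask which transcripts differed with shRNAs against MYOT, which had 0 reads in both cultures. Cell cycle transcripts were higher and TGF-beta response and matrix transcripts lower in OSKM-shMYOT. S phase genes had 39 of 40 members higher with a median log2 ratio of 1.00 (percentile 100), and G2/M genes 53 of 55 with a median of 0.76 (percentile 100). RRM2 was 2.90-fold higher, and CCNE2, with 5 reads in OSKM, had a log2 ratio of 3.99 or 5.13 without 1 cell. In odd- and even-numbered cells CCNA2 was at 0.42 and 2.05 and MKI67 at 1.79 and 0.30, while TOP2A, at 0.33 over all cells, was at -0.14 in even-numbered cells. Of the transcripts low in senescent cells, 9 of 10 were higher with a median of 0.73 (percentile 100), including HMGB1 at 1.12 and LMNB1, with 56 reads against 6 in OSKM. CDKN1A had a log2 ratio of -0.36 (-0.46 to -0.25) and was at 0.07 in odd-numbered cells, and CDKN2B was at -1.32. TGF-beta response genes had 21 of 24 lower with a median of -0.58 (percentile 0), including POSTN 3.27-fold lower. The secretory list had 17 of 31 members lower with a median of -0.33 (percentile 0.175, but -0.14 in odd- and -0.12 in even-numbered cells), and its members went both ways, with HGF 10.8-fold and STC1 6.55-fold higher and TIMP1 3.61-fold and INHBA 2.85-fold lower. Fibroblast matrix genes had 17 of 28 lower with a median of -0.31 (percentile 0, but -0.10 in odd-numbered cells), with the small proteoglycan gene LUM 4.68-fold lower and FBLN1, which encodes fibulin 1, 2.87-fold higher. Targets of p53 had 20 of 32 lower (median -0.24, percentile 1.00), sterol genes 18 of 25 lower (-0.39, percentile 0.13), glycolysis genes 15 of 18 lower (-0.30, percentile 0.22, but -0.09 in odd-numbered cells), lysosome genes 23 of 30 lower (-0.25, percentile 0.73), contractile genes 10 of 11 lower (-0.49, percentile 0.24) and mitochondrially encoded genes 12 of 12 lower in the pooled profile (-0.45, percentile 0). Ribosomal protein genes had 49 of 60 higher (median 0.18, percentile 97.73). Among single genes, CLDN11 was 10.6-fold and the hyaluronan link protein gene HAPLN1 5.76-fold higher, and COL14A1 had a log2 ratio of -3.34 (-4.06 or -2.99 without 1 cell). The median share of mitochondrial reads per cell was 11.2%.

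OSKM-shUBE2E1 was compared with OSKM to ask which transcripts differed when UBE2E1 was depleted. Cell cycle transcripts were higher, and p53 target, sterol and lysosome transcripts were lower, in OSKM-shUBE2E1. S phase genes had 37 of 39 members higher with a median log2 ratio of 0.81 (percentile 100), and G2/M genes 53 of 55 with a median of 1.03 (percentile 100). MKI67 was 2.04-fold, TOP2A 2.01-fold and the replication gene GINS2 2.96-fold higher. Of the transcripts low in senescent cells, 9 of 10 were higher with a median of 0.84 (percentile 100), including LMNB1, with 90 reads against 6 in OSKM. Targets of p53 had 22 of 32 lower with a median of -0.34 (percentile 0.20), including ZMAT3 at -0.99 and CDKN1A at -0.46 (-0.57 to -0.35). The secretory list had 15 of 30 higher with a median of -0.01 (percentile 23.33), with HGF 4.64-fold higher, and the chemokine gene CXCL1 4.08-fold and IGFBP5 2.36-fold lower. The summed list, in which abundant members weigh most, was lower, at 16394 CPM in OSKM and 8893 CPM in OSKM-shUBE2E1, with 1606.5 and 1151 reads in the median cell. IL6 had 4 reads in OSKM-shUBE2E1, and no direction was read because the OSKM reads lay mostly in 1 cell. TGF-beta response genes had 17 of 25 lower with a median of -0.23 (percentile 0.12, but -0.05 in odd-numbered cells) and fibroblast matrix genes 19 of 29 lower with a median of -0.10 (percentile 0.86, but -0.03 in odd-numbered cells), with POSTN 3.00-fold lower and the homeobox gene PRRX1 1.97-fold higher. Sterol genes had 20 of 25 lower with a median of -0.45 (percentile 0.10). Lysosome genes had 22 of 31 lower (median -0.34, percentile 0.08) and immediate early genes 16 of 20 lower (-0.28, percentile 2.37, but 0.01 in odd-numbered cells), while 24 of 30 proteasome genes were higher with a median of 0.23, inside the central 95% of random lists (percentile 94.46). All 12 mitochondrially encoded genes were lower in the pooled profile (median -0.73, percentile 0), and the median share of mitochondrial reads per cell was 8.57%. Among single genes, the desmosomal cadherin gene DSG2 was 5.26-fold higher, TRHDE, which encodes a peptidase that degrades thyrotropin-releasing hormone, at a log2 ratio of 2.58, and NCAPG2, a condensin subunit, 3.61-fold higher, whereas DIO2 was 5.87-fold lower and COL14A1 had a log2 ratio of -1.14 in odd- and -3.63 in even-numbered cells.

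Single cells were then examined for how evenly cell cycle transcripts were spread. The summed G2/M transcripts per cell were chosen after seeing the data. So were the limit at the lowest Vector cell and the share held by the top 10 cells. The summed G2/M transcripts of the median cell were at 12365 CPM in Vector, 1648 CPM in OSKM, 9416 CPM in OSKM-shp53, 3243 CPM in OSKM-shp21, 4223 CPM in OSKM-shMTOR, 6044 CPM in OSKM-shMYOT and 9137 CPM in OSKM-shUBE2E1. Below the lowest Vector cell, at 2704 CPM, lay 26 of 40 OSKM cells (65%, Clopper-Pearson 48.3 to 79.4%), 1 OSKM-shp53 cell, 11 OSKM-shp21 cells, 12 OSKM-shMTOR cells, 3 OSKM-shMYOT cells and 6 OSKM-shUBE2E1 cells. This limit rests on 1 Vector cell, and the next lowest Vector cell was at 3568 CPM. The median OSKM-shp21 cell, at 3243 CPM, lay below that one, so the contrast of OSKM-shp21 with OSKM in these counts depends on 1 Vector cell. The 10 OSKM cells with the most G2/M reads held 74.6% of the G2/M reads of that group, against 46% in Vector. At a common depth of 70000 reads, the median cell had reads of 48 of the 55 G2/M genes in Vector, 25.5 in OSKM, 44.5 in OSKM-shp53, 30 in OSKM-shp21, 30 in OSKM-shMTOR, 41 in OSKM-shMYOT and 42 in OSKM-shUBE2E1. The groups lost unequal numbers of cells at this depth. It left out 10 OSKM, 6 OSKM-shp53, 4 OSKM-shp21 and 5 OSKM-shMTOR cells, and 1 cell each of Vector, OSKM-shMYOT and OSKM-shUBE2E1. The share of cells with at least 5 G2/M genes was 100% in all 7 groups at this depth, so it could not tell the groups apart. No cell was called cycling or arrested from these values.

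**Figure D3:**
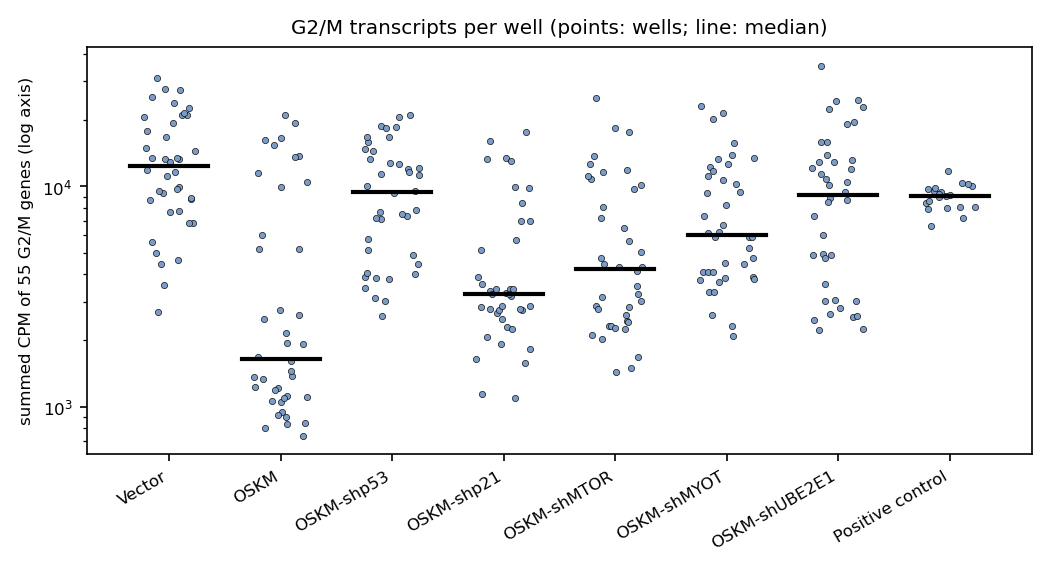
Summed CPM of the 55 G2/M genes (vertical log axis) in each well of the 7 groups of 40 cells and the 20 positive control wells, with points for wells and lines for medians. The median OSKM cell was at 1648 CPM and the median Vector cell at 12365 CPM.

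Each cell was also matched to the pooled profile of the group it resembled most over 10701 genes, with the cell itself left out of its own profile. All 40 Vector cells were nearest to Vector, as were all 20 positive control wells, and 0 Vector cells were nearest to an OSKM culture. Own-profile matches were 29 of 40 cells in OSKM (72.5%, 56.1 to 85.4%), 29 in OSKM-shp53, 35 in OSKM-shp21 (87.5%, 73.2 to 95.8%), 31 in OSKM-shMYOT and 33 in OSKM-shUBE2E1 (82.5%, 67.2 to 92.7%). The OSKM-shMTOR group had the lowest number of own-profile matches, 14 of 40 cells (35%, 20.6 to 51.7%), with 10 nearest to OSKM and 8 nearest to OSKM-shp53. Simulated groups without a shift matched their own profile in up to 20 cells. The 14 matches alone therefore do not set OSKM-shMTOR apart from the other OSKM cultures. Over genes detected in at least 30% of the cells, the OSKM-shMTOR share was 55%. Of the OSKM cells, 9 were nearest to OSKM-shUBE2E1.

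**Figure D4:**
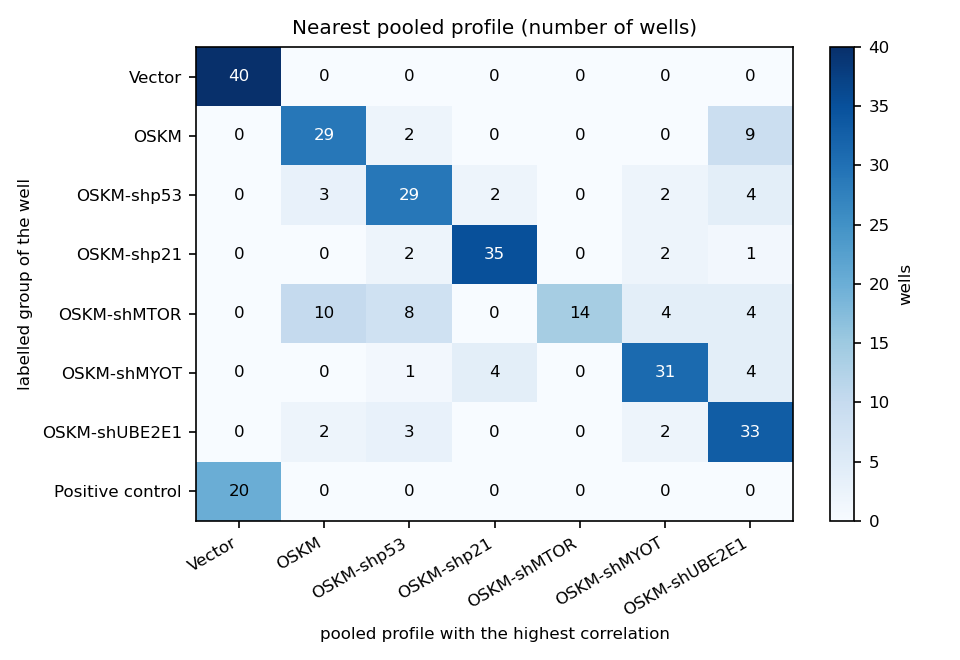
Number of wells (colour and printed value) of each labelled group (vertical axis) whose highest correlation was with the pooled profile on the horizontal axis. All 40 Vector cells and 14 of 40 OSKM-shMTOR cells fell on their own group.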

Values the study reported

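The study used 3 shRNAs each against MTOR and CDKN1A and 2 each against MYOT and UBE2E1.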

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

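All tests of explanations in this part were chosen only after the result was seen. Negative control well 1 held 0.1933% of the reads of the median cell, far from the other 9 wells, and chance alone sets apart about 1 in 20 groups in this way. The S phase list had a median log2 ratio of -0.4608 in OSKM-shp21 over OSKM (-0.14 in odd-numbered cells), while it lay above 0 and outside the random lists in the other 4 shRNA cultures, and this difference between cultures was not tested. The interferon response list had a median of 0.5819 in OSKM-shp21 over OSKM and lay below 0 outside the random lists in OSKM-shMTOR over OSKM, a difference that was not tested either. Neither interferon value held in both sets of cells. It was 0.03 in odd-numbered cells for OSKM-shp21 and 0.07 in even-numbered cells for OSKM-shMTOR.

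The pooled G2/M median was -0.04 in OSKM-shp21 over OSKM (0.23 in odd- and -0.45 in even-numbered cells), although CDKN1A was 6.21-fold lower. Of scaling, only the choice between totals, TMM and DESeq2 factors was argued against. The highest G2/M median under TMM or DESeq2 factors was 0.02842, and under each of them the OSKM-shMTOR median lay at least 0.2784 above that of OSKM-shp21. All these factors lay between 0.943 and 1.04, so they could move the median only a little. A difference in RNA content per cell was not tested. A mislabelled OSKM-shp21 culture was argued against as well, since its CDKN1A was at 46.91 CPM and the next lowest culture was OSKM-shp53 at 114.96 CPM. An explanation that stays open is the weight of a minority of OSKM cells in that pool. The 10 OSKM cells with the most G2/M reads held 74.6% of them, against 60.9% in OSKM-shp21. The G2/M transcript of the median cell in OSKM-shp21 was 1.968 times that in OSKM (1.472 times in odd-numbered and 2.768 times in even-numbered cells). Whether this accounts for the pooled median was not settled. A biological explanation, by differences between the separately infected cells of OSKM-shp21, was not tested.

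MTOR was lower in all 5 shRNA cultures than in OSKM, and in 4 of them the shRNAs target another gene. A single OSKM cell with many MTOR reads was argued against, since MTOR was at 32.27 CPM (lower bound 27.55) in OSKM without the cell that held most of them. A high value in the shared OSKM culture stays open, for 0 of the 3 cultures OSKM-shp53, OSKM-shp21 and OSKM-shUBE2E1 had an MTOR interval wholly under 0 when compared with Vector, and OSKM-shMYOT had a log2 ratio of -0.4646 with an upper bound of -0.07803. OSKM-shMTOR, whose shRNAs target MTOR, lay further below Vector, at -1.184 (-1.672 to -0.7171), with -1.81 in odd- and -0.62 in even-numbered cells. These intervals cover counting error of 1 culture per group and not the spread between cultures, so a high OSKM value cannot be told apart from an effect of the shRNAs. Whether the shRNAs themselves lowered MTOR was not tested.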

How the results depend on the processing

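The limit of 28 G2/M genes per cell, leaving out the cell with the most reads of a gene, and the use of the alternatives for single genes and further lists, were chosen only after the data were seen. A value counted as reversed if it changed sign and had been called, by an interval that excluded 0 or a list outside the central 95% of random lists. Of the results that answer a comparison, 538 values under an alternative stayed within the limits on size, 27 moved and 1 reversed, while 19 that had not been called changed sign. The 538 include the filter of 2000 detected genes and the planned limits on G2/M genes per cell, which could change nothing. A count of members could also shift and stay within the limits. For example, G2/M members higher in OSKM-shMTOR went from 44 to 32 with cells thinned. Of the single genes and further lists, 4248 stayed within the limits on size, 707 moved and 24 reversed, while 4.04% had not been called and changed sign. Among those not called, the G2/M median of OSKM-shp21 was 0.03 with TMM factors, 0.02 with DESeq2 factors and 0.23 in odd-numbered cells, and IL6 in odd-numbered cells was at 2.01 in OSKM-shp21 and 2.38 in OSKM-shMTOR. Lists with too few reads under an alternative gave no value there. In odd-numbered cells CDKN1A had a log2 ratio of 0.35 in OSKM over Vector and -1.08 in OSKM-shp53, UBE2E1 was at -2.91 in OSKM-shUBE2E1, 1 S phase and 1 G2/M gene were higher in OSKM than in Vector, and TGF-beta response members higher were 4 in OSKM-shp21 and 1 in OSKM-shMYOT. Called directions reversed there for IL6 in OSKM-shp53 (1.51), OSKM-shMYOT (1.55) and OSKM-shUBE2E1 (0.81), MKI67 in OSKM-shp21 (0.23), INHBA in OSKM-shMTOR (0.12), TGFB2 in OSKM-shMTOR (-0.000638), CDKN1A in OSKM-shMYOT (0.0701) and the immediate early median in OSKM-shUBE2E1 (0.0101). In even-numbered cells CDKN1A was at 0.93 in OSKM over Vector and -1.60 in OSKM-shp53, UBE2E1 at -2.02, 1 G2/M gene was higher in OSKM than in Vector, and 6 p53 targets were higher in OSKM-shUBE2E1. Called directions reversed there for the secretory list in OSKM over Vector (12 of 26 higher, median -0.20), TOP2A in OSKM-shp53 (-0.0140) and OSKM-shMYOT (-0.14), TGFB1 in OSKM-shp21 (0.0912), the interferon median in OSKM-shMTOR (0.0743), NPTX1 in OSKM-shMTOR (-0.34) and OSKM-shMYOT (-2.16), and MDM2 (0.0561) and TGFB2 (0.31) in OSKM-shMYOT. With the mean of per-cell CPM, CDKN1A was at 0.83 in OSKM over Vector and -1.55 in OSKM-shp53, 3 p53 targets were higher in OSKM-shp53, and MDM2 in OSKM-shMTOR reversed (-0.0774). With cells thinned, MTOR was at -2.79 in OSKM-shMTOR and 15 G2/M genes were higher in OSKM-shp21, with a median of -0.26. Without the shRNA group cell with the most reads of the gene MTOR was at -2.49 in OSKM-shMTOR, and called directions reversed for MYC in OSKM-shp21 (-0.732) and NPTX1 in OSKM-shMTOR (-1.33) and OSKM-shMYOT (-0.143). Without the OSKM cell with the most reads called directions reversed for IL6 in OSKM over Vector (-0.244), OSKM-shp53 (0.829) and OSKM-shMYOT (0.838). Without 1 cell or the other, 27 ratios that had not been called also changed sign. With lane 1 alone, 1 S phase gene was higher in OSKM than in Vector. With no filter on reads, members higher were 16 of the secretory list in OSKM-shp53 and, of the TGF-beta response, 4 in OSKM-shp21 and 5 in OSKM-shMYOT. Over genes detected in at least 30% of the cells, 55% of OSKM-shMTOR cells matched their own profile. The share of cells with at least 28 of the 55 G2/M genes was 43.3% in OSKM (13 of the 30 cells that reached the common depth), 66.7% in OSKM-shp21, 57.1% in OSKM-shMTOR and 89.7% in OSKM-shUBE2E1. The planned limits gave 100% in all groups and settle nothing. For these values the cause was not tested. All 280 cells had at least 2000 detected genes, so that filter removed 0 cells and says nothing about stability. No paired analysis was possible because the well numbers only count the wells of a group. Genes under about 20 CPM, such as IL6 and TGFB1, rest on few reads, for these 2 mostly of 1 OSKM cell, so their ratios were not firm at this depth.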

Other observations

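All values in this part were chosen only after the result was seen. CDKN2B was lower than in OSKM in all 5 shRNA cultures, with log2 ratios of -2.15 in OSKM-shp53, -1.43 in OSKM-shp21, -2.06 in OSKM-shMTOR, -1.32 in OSKM-shMYOT and -0.88 in OSKM-shUBE2E1, where it was -0.27 in odd-numbered cells. COL14A1, a marker the study chose on these samples, was also lower in all 5, with log2 ratios from -1.14 to -4.08 over odd- and even-numbered cells. HGF was among the 8 highest genes in OSKM-shp21, OSKM-shMYOT and OSKM-shUBE2E1 and had a log2 ratio of 2.14 in OSKM-shp53, but it was at 12.47 CPM in OSKM and 16.98 CPM in OSKM-shMTOR, with reads in 21 and 15 cells. Since the 5 comparisons share the OSKM cells, a value that differs in OSKM alone moves all of them together.

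The shRNA cultures were also set against Vector. The 100 genes highest in OSKM over Vector among even-numbered cells were read in the odd-numbered cells of each culture. Their median log2 ratio over Vector was 2.73 in OSKM, 1.96 in OSKM-shp53, 1.63 in OSKM-shp21, 2.02 in OSKM-shMTOR, 1.63 in OSKM-shMYOT and 1.68 in OSKM-shUBE2E1. For the 100 lowest genes it was -1.20 in OSKM, -0.90 in OSKM-shp53, -1.01 in OSKM-shp21, -0.96 in OSKM-shMTOR, -0.78 in OSKM-shMYOT and -0.82 in OSKM-shUBE2E1. Odd- and even-numbered cells come from the same labelled group. This split guards against counting noise and the sampling of cells, not against differences between cultures. The genes were chosen on OSKM cells, so whatever was peculiar to the OSKM group stays in its value alone. That OSKM lay furthest from Vector is therefore partly built in.

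The median positive control well held 9097 CPM of G2/M transcripts, and its median share of mitochondrial reads was 15.4%. POU5F1 had 7 reads in OSKM-shMTOR, all in 1 cell. The negative control wells summed 1058 reads.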
